A study of Mus musculus with 8 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

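RNA was measured by sequencing in whole small intestinal (SI) tissue of C57BL/6 mice. Smarcad1 is a chromatin remodeler, and the Smarcad1-KO (KO) mice lacked it in the intestinal epithelium through Vil-cre, a Cre recombinase expressed from the Villin promoter, acting on loxP sites around exons 12 to 14. The 8 libraries fell into 2 groups by their genotype labels, 4 WT and 4 KO, each numbered 1 to 4. Tissue had been opened, washed, frozen, ground and extracted as total RNA.

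The authors trimmed adapters with Trim Galore, mapped reads to mouse genome build GRCm38 with HiSat2, kept uniquely mapped reads and counted them in SeqMonk over merged transcripts. The authors then tested KO against WT with DESeq2 on raw counts and deposited only the genes under an FDR of 0.05. The deposited table therefore held 119 selected genes, with 1 RPKM value per library (reads per kilobase, scaled to the mapped reads of the library), the authors' mean RPKM of each group, and the authors' DESeq2 FDR, a p-value adjusted over genes not analysed here. No column of per-sample values was left unused. The authors' group means equalled the mean of the 4 libraries in each row except 1, where a WT mean of 0 was given as 0.1. Those mean columns were not used further.

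The RPKM values were examined for the reads behind them. Multiplying each value by the gene's genomic span and by a fitted number of mapped reads gave whole reads, within 0.05 of a read, for 100% of the 939 values above 0. The same search with merged exon lengths from GENCODE mouse release 21 gave whole reads for at most 43.8% of low values. The deposited RPKM were therefore per kilobase of genomic span, introns included, although the methods describe counting over exons. Because the median exonic share of the span was 24.1% over the 78 genes whose coordinates matched the annotation, levels of intron-rich genes were understated relative to compact ones. The span does not affect comparisons of 1 gene between libraries. Whether reads within introns were counted was not settled. The smallest number of mapped reads that gave whole values was taken as the depth of a library, and all 8 planted depths were recovered in 8 simulated libraries over the 119 genes.

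Levels are given as mean RPKM ± SD over 4 libraries. Genes were tested on log2(RPKM + 0.1) with limma 3.58.1 (lmFit and eBayes, group as the only term) in R 4.3.3, with Benjamini-Hochberg adjustment over the 119 genes and a threshold of 0.05. Changes are on this log2 scale, which understates the change of genes with low RPKM. Limma's voom on the recovered reads served only as an alternative added later. A count model was not used as the main test, because the table holds RPKM of selected genes only. For the same reason the limma result describes genes already chosen on these 8 libraries and is not independent evidence of a difference. In 20 simulated data sets of 119 genes at the observed levels and spreads, with 60 genes changed by 1 on the log2 scale, 98.3% of the changed genes were recovered and 3.12% of calls were false. The observed median log2 ratio of mean RPKM was only -0.46 for genes lower in KO. Recovery of changes smaller than the planted one was not simulated.

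Single values (Smarcad1 and the mean of a gene list) were compared by exact two-sided permutation tests, in which 4 against 4 libraries can give no p below 0.0286. Gene symbols were matched to GENCODE by name for 102 genes and by position for 15, with 2 left unmatched. The 114 matched protein-coding genes were compared with the 21938 annotated protein-coding genes by Fisher's exact test per chromosome, and the share with another listed gene starting within 1 Mb was compared with 10000 random sets of the same size. The expressed genes were not used as a background, since the table holds none beyond its selection. Gene lists written before the data were examined covered genes named by the study, Paneth cell antimicrobial products, pancreatic acinar cells, the circadian clock, smooth muscle, lymphoid cells, immediate early genes, adipose tissue and sex-linked genes. A list was tested where the table held at least 3 of its genes. Some rows of a matching supplementary table had been seen before the lists were written, among them a pancreatic lipase gene, so the pancreatic list was not blind. Calculations used Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

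The genes named were fixed beforehand: Smarcad1, each gene of the study's list in the table, the 5 highest and 5 lowest ratios of mean RPKM among genes with a mean RPKM of at least 0.5, a limma adjusted p under 0.05 and no overlap between the groups, and genes of a tested list. Of these, 1 gene is not reported here. Any other gene named was chosen after its values were seen. Alternatives were pseudocounts of 0.01 and 1, a minimum mean RPKM of 0.5, an intensity trend, an exact permutation test per gene, the replicate number as a block, a threshold of 0.01, medians in place of means, a stricter FDR, other backgrounds and distances, and leaving out each library in turn. Limma's voom on the recovered reads and a common shift of the KO libraries were added after the data were seen.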

Results

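Gene expression was compared between whole SI tissue of 4 WT and 4 Smarcad1-KO mice, to ask which transcripts change when Smarcad1 is absent from the intestinal epithelium. The RPKM implied 56981717, 58132035, 63243537 and 70345519 mapped reads in WT libraries 1 to 4 and 73863887, 58634590, 60920762 and 78026423 in KO libraries 1 to 4. Between 0.822% and 1.14% of these reads lay in the 119 listed genes, all of which the authors had selected by DESeq2. RPKM here is per kilobase of genomic span.

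The targeted gene was examined first. Smarcad1 (GRCm38, chromosome 6, 65042667 to 65116050, plus strand) had 0.334 ± 0.0288 RPKM (SD, n = 4) in WT and 0.235 ± 0.0308 RPKM (SD, n = 4) in KO. All 4 KO libraries lay below all 4 WT libraries, and the mean was 29.5% lower in KO (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allows). Between 901 and 1732 reads per library stood behind these values. With any 1 library left out the fall was 26.6% to 33.6%. The labels and the level of the targeted gene thus went the same way in each library, although most of the signal remained. The annotated principal transcript has 24 exons over 5168 bp, and exons 12 to 14, which loxP sites surround, lie at 65092495 to 65094365 and make up 236 bp, or 4.57% of its length. In the authors' deposited table the FDR of Smarcad1 was 3.97e-26, the second smallest of the list.

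Of the 119 listed genes, 59 had a higher and 60 a lower mean RPKM in KO than in WT. No gene changed direction when any 1 library was left out. Restricting the list to the 77 genes with a mean RPKM of at least 0.5 left 28 higher and 49 lower, the alternative that moved the split most. In 85 genes all 4 KO values lay on one side of all 4 WT values, where chance gives 2.86% of genes not selected beforehand. These genes had been selected on the same libraries, so the count describes their spread and is no test. The 2 directions differed in this respect: the groups overlapped in 1 of the 59 higher genes and in 33 of the 60 lower genes. The median ratio of KO to WT mean RPKM was 1.97 for the higher genes and 0.726 for the lower genes. A ratio above 2, or WT values of 0, occurred in 29 genes, and a ratio below 0.5 in 6.

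By limma, 94 of the 119 genes had an adjusted p under 0.05, 58 of them higher and 36 lower in KO. The other 25 genes, 24 of them lower in KO, did not pass this test. The 1 higher gene among them, Hsf2bp, named after its values were seen, had 0.00633 ± 0.00130 RPKM in WT and 0.0204 ± 0.00593 RPKM in KO (SD, n = 4 each) with no overlap between the groups, far below the pseudocount of 0.1. Fut4 and Lbh, named after their values were seen, changed least, by -0.07 ± 0.13 and -0.08 ± 0.10 (log2, SE, limma adjusted p = 0.616 and 0.453). The number of calls moved most on the same 119 genes at a threshold of 0.01, to 62, and was 56 when only the 77 genes with a mean RPKM of at least 0.5 were tested.

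**Figure D1:**
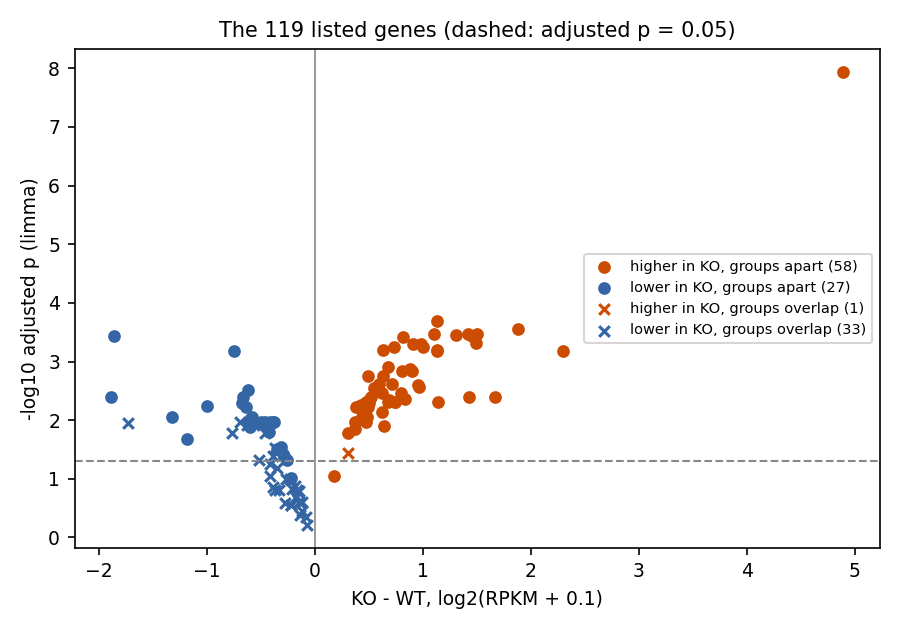
Change of each of the 119 listed genes between KO and WT on log2(RPKM + 0.1) (x axis) against −log10 of limma's adjusted p (y axis), with crosses for genes whose 4 KO and 4 WT values overlap. The 34 crosses are 33 genes lower and 1 gene higher in KO.

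The study's list held 24 genes, of which 16 were in the table, 8 higher and 8 lower in KO. By limma, 15 of the 16 had an adjusted p under 0.05 over the 119 genes, and 15 when adjusted over the list alone. Because the 16 genes had already been selected by DESeq2 on these libraries, neither count is independent evidence.

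**Figure D2:**
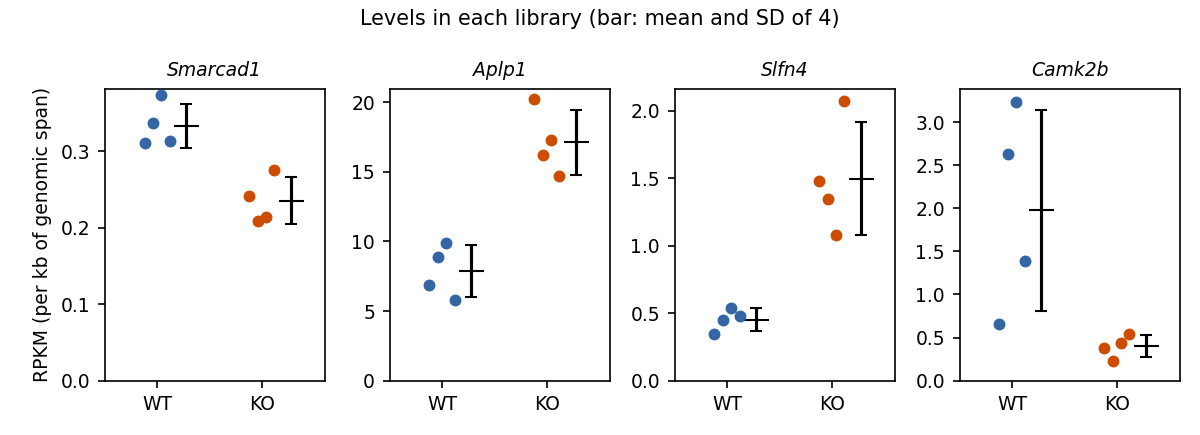
RPKM per kilobase of genomic span (y axes from 0) of Smarcad1, Aplp1, Slfn4 and Camk2b in the 4 WT and 4 KO libraries, with the mean and SD of each group beside the points. The groups do not overlap for any of the 4 genes, and the WT mean of 1.98 RPKM for Camk2b has an SD of 1.17.

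Slfn4 rose 3.30-fold from 0.453 ± 0.0819 RPKM (SD, n = 4) in WT, Wdfy1 from 0.333 ± 0.0794 to 0.853 ± 0.191 and Aplp1 from 7.87 ± 1.87 to 17.1 ± 2.33 RPKM (SD, n = 4 each). Their log2 changes were 1.51 ± 0.19, 1.13 ± 0.18 and 1.13 ± 0.18 (SE), with limma adjusted p of 3.39e-04, 6.35e-04 and 6.50e-04. Mbd1 rose from 2.70 ± 0.483 to 3.79 ± 0.196 RPKM and Tlr4 from 0.0751 ± 0.0140 to 0.152 ± 0.0296. Kirrel2 and Khdc1a had no more than 2 reads in any WT library. Against a floor of 3 reads, KO levels were at least 16.4-fold higher for Kirrel2 and at least 7.51-fold higher for Khdc1a, whose KO libraries held only 4 to 53 reads. AC125117.1 and Sec14l4, named after their values were seen, were likewise at or near 0 in WT and at least 47.3-fold and 25.2-fold higher in KO.

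Among the study's genes lower in KO, Tlr2 fell from 0.497 ± 0.0948 to 0.342 ± 0.0447 RPKM and Apobec3 from 1.07 ± 0.119 to 0.822 ± 0.125 (SD, n = 4 each). For Apobec3 (limma adjusted p = 0.0316) the call rested on single libraries, with adjusted p of 0.0826 without WT replicate 4, 0.0722 without KO replicate 1 and 0.0889 without KO replicate 3. Tlr2 (limma adjusted p = 0.0159) had an adjusted p of 0.0501 with voom on the recovered reads. Tiam1 fell from 0.0589 ± 0.00516 to 0.0437 ± 0.00776 RPKM. Its change did not hold up at a pseudocount of 0.1 (limma adjusted p = 0.159) and did at a pseudocount of 0.01 (limma adjusted p = 0.0381), and at such low RPKM the pseudocount outweighs the value.

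By the ratio of mean RPKM among 50 eligible genes, the highest named here were 3.98 for Gm9967, 3.30 for Slfn4, 2.82 for Acaa1b and 2.56 for Wdfy1. Acaa1b overlaps the end of Dlec1, which lies on the other strand and was also higher in KO, so reads in the shared stretch are uncertain. The 5 lowest ratios were 0.202 for Camk2b, 0.264 for Ccdc21 (annotated as Cep85), 0.302 for Hist1h2bj, 0.354 for Hist1h4m and 0.454 for Hist1h2bg. Ccdc21 fell from 2.45 ± 0.180 to 0.647 ± 0.297 RPKM (SD, n = 4). The WT values of Camk2b and the histone genes spread widely, as in Hist1h4m at 3.78 ± 2.92 RPKM in WT and 1.34 ± 0.204 RPKM in KO. The ratio of Hist1h4m rested on WT replicate 4, at 8.07 RPKM, and was 0.571 without it. The limma adjusted p of this gene went from 0.0207 to 0.0559 without KO replicate 2 and to 0.0580 at a pseudocount of 1. Histone genes are near-identical copies, and only uniquely mapped reads were kept. Reads that fit several copies were thus dropped, so the levels of these genes are uncertain.

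Of the cell type lists, only that of Paneth cell antimicrobial products had enough genes in the table, 10 of 21. All 10 were lower in KO, with log2 changes from -0.69 to -0.37, and 10 of 10 had a limma adjusted p under 0.05. In 6 of the 10 the groups did not overlap. The mean log2(RPKM + 0.1) over the list was 6.88 ± 0.21 (SD, n = 4) in WT and 6.37 ± 0.15 (SD, n = 4) in KO, a difference of -0.51 (exact permutation test, two-sided, p = 0.0286 and the same after adjustment over the 1 list tested). The 10 genes had already been selected on these libraries, so this p is not independent evidence of a difference. All 4 KO libraries lay below all 4 WT libraries. Defa24 was the most abundant, at 2701 ± 392 RPKM in WT and 2073 ± 357 RPKM in KO, and its limma adjusted p of 0.0416 rose above 0.05 in 6 of the 8 fits that left out 1 library, reaching 0.112 without KO replicate 1. Itln1 on chromosome 1 fell from 109.3 ± 10.8 to 85.2 ± 14.01 RPKM, and its limma adjusted p of 0.0301 rose above 0.05 in 5 of those 8 fits, to 0.0845 without KO replicate 4. Ang4 on chromosome 14 fell from 40.9 ± 5.42 to 30.3 ± 3.36 RPKM (limma adjusted p = 0.0125). The list shared 4 genes with the study's list. The values of defensin genes are uncertain, because reads that fit several near-identical copies were dropped. The table held 2 pancreatic genes and 1 clock gene, all lower in KO and not tested as lists, and 0 genes of the smooth muscle, lymphoid, immediate early, adipose and sex-linked lists.

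**Figure D3:**
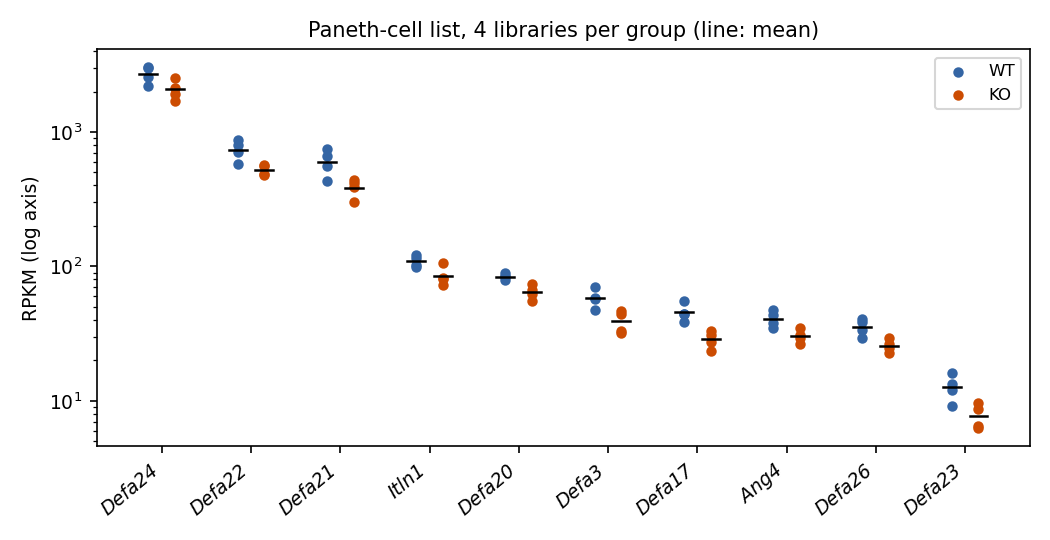
RPKM on a log axis for the 10 genes of the Paneth cell list in the table, with 1 point per library and a line at the mean of the 4 WT (blue) and 4 KO (orange) libraries. The KO mean lies below the WT mean for each gene, and the groups are apart in 6 of the 10.

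To ask whether listed genes gathered around the targeted locus or elsewhere, their positions were compared with protein-coding genes. Chromosome 6, which carries Smarcad1, held 5 listed genes where 5.78 were expected, and the listed gene nearest to Smarcad1 started 43.6 Mb away. Chromosome 8 held 17 where 5.40 were expected (Fisher's exact test, two-sided, adjusted p = 5.51e-04 over 21 chromosomes), and no other chromosome passed an adjusted p of 0.05. This rested on a run of 15 genes of the defensin cluster between 21025545 and 21735471, each lower in KO. With 1 gene per cluster, 0 chromosomes passed and 1 had an unadjusted p under 0.05. Of the 114 protein-coding genes, 43 (37.7%) had a listed neighbour within 1 Mb, against a mean of 16.1% in random sets (permutation p = 0.0001, one-sided, the smallest that 10000 sets can give). The 43 include the 15 genes of the defensin cluster and 3 of a histone cluster. The share without these families was not compared with random sets, so the excess may rest on them.

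**Figure D4:**
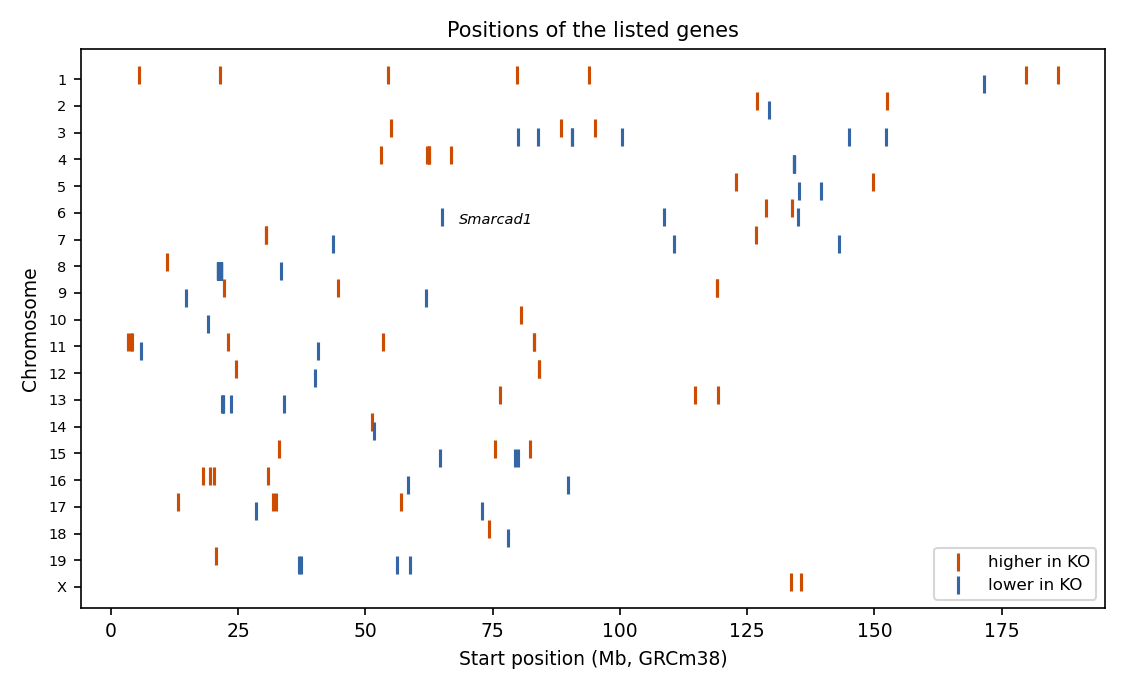
Start positions (x axis, Mb on GRCm38) of the 119 listed genes on each chromosome (y axis), orange for higher and blue for lower in KO. The dense blue group on chromosome 8 is the defensin cluster of 15 genes, and Smarcad1 stands apart on chromosome 6.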

Values the study reported

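The study reported 1407 differentially expressed genes between Smarcad1-deleted and control small intestinal organoids. The organoids came from mice in which another Cre had removed Smarcad1 during oocyte development. They thus differ from the whole tissue of the Vil-cre mice in both deletion and material.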

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

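The tests in this part were written down after the results were seen. In 62 comparisons of a single library with the rest of its group of 4, covering the 29 named genes, the Paneth cell list and the depth, 3 exceeded Dixon's 95% critical value for a group of 4, where chance gives about 3.1. Kirrel2 in WT replicate 3 had a ratio of gap to range of 1, because 2 reads stood there against 0 in the other WT libraries. Khdc1a in WT replicate 4 also had a ratio of 1, again from 2 reads against 0. Gm9967 in WT replicate 2 had a ratio of 0.846, with 0.223 RPKM from 24 reads against 0.460 to 0.503 RPKM in the other WT libraries.

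As many values as these arise by chance (binomial p = 0.605 at 1 in 20). The 3 fell on 3 different libraries, so that no library held more than 1, which argues against 1 poor library as their source. Within the WT group the design gives no factor that would set these libraries apart, and no biological explanation was tested.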

How the results depend on the processing

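The 94 limma calls became 56 among the 77 genes with a mean RPKM of at least 0.5, where fewer genes were tested, and 62 at a threshold of 0.01, both sharing all of their genes with the 94. Pseudocounts of 0.01 and 1, an intensity trend and an exact permutation test per gene gave 95, 90, 95 and 85 genes, the last with a smallest adjusted p of 0.04. Leaving out 1 library gave 86 to 99. Settings chosen after seeing the data gave similar counts: voom on the recovered reads gave 94 genes, 89 of them among the 94, and a shift of the KO libraries by -0.2 on the log2 scale gave 101, 82 of them among the 94.

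The split of 59 higher genes became 28 among the 77 genes at 0.5 RPKM or more, and was the same in each of the 8 fits without 1 library. The genes with groups apart became 50 of those 77, a share of 64.9% against 71.4% of all 119, and the cause of the lower share was not tested. It was 60 of 71 genes (84.5%) at an authors' FDR under 0.01, where 38 genes were higher and 33 lower, and 92 of 119 (77.3%) after the shift. The 1 chromosome past the threshold became 0 with 1 gene per cluster, by construction. Within 100 kb, 28.1% of genes had a neighbour. The fall of Smarcad1 ranged from -0.112 to -0.0854 RPKM, the difference of the Paneth cell list from -0.60 to -0.44 (log2) and the study's genes past the threshold from 13 to 15 across the fits without 1 library. With 3 against 4 libraries an exact test cannot go below 0.0571, so these differences carry no exact test. By limma, Smarcad1 kept an adjusted p under 0.05 in all 8 of those fits, from 0.00966 to 0.0285. Of the 10 Paneth cell genes, only Defa24 and Itln1 lost it, in 6 and 5 fits. All of these genes had already been selected on the same libraries.

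Replicate numbers did not pair the libraries: correlations of same-numbered deviations across 77 genes, which are not independent replicates, were 0.27, 0.21, -0.11 and -0.03. With the number as a replicate block, 90 genes passed, all among the 94, and 14 of the study's 16 did.

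Among 377 tested recalculations for the 29 named genes, 354 gave the same call, 20 lost it, 3 gained it and 0 changed direction. The ratio of medians, which has no test, moved by less than the spread between replicates in each of the 27 genes for which it could be formed. The changes fell on 7 genes, and 15 of the losses came from leaving out 1 library. Depth limited Kirrel2 and Khdc1a, for which WT had at most 2 reads per library and only a lower bound could be given.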

Other observations

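The tests in this part were chosen or written down after the results were seen. For the 94 limma calls, 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many genes, and the others gave 0. The count decides nothing, because the 119 genes had been selected on the real split.

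The overlap of libraries was nearly one-sided: 33 of the 34 genes whose groups overlapped were lower in KO. Fewer reads behind these 33 genes are argued against by their median number of recovered reads, which was 1.85 times that of the 59 higher genes. The lower genes also changed less. Their median log2 ratio of KO to WT mean RPKM was -0.46, against 0.98 for the higher genes. Groups overlap more readily where changes are small, and this was not separated from the explanations below. The 22 genes with an unadjusted voom p of 0.05 or more were all lower in KO, although each had passed the DESeq2 test of the authors. A candidate explanation is that this test scaled the libraries otherwise than by mapped reads. A common shift of KO by -0.2 (log2) brought the order of genes nearest to the FDR order (Spearman's rho across genes 0.72, against 0.56 without it) and left 7 genes at an unadjusted p of 0.05 or more, 3 lower and 4 higher. Within the higher genes alone the same shift lowered rho from 0.77 to 0.68, while within the lower genes it raised rho from 0.71 to 0.79, so the explanation stays open. After that shift the groups overlapped in 12 higher and 15 lower genes. Wider spread in WT also stays open. Of the 33 overlapping lower genes, 23 had a larger SD in WT, but these genes were picked for their overlap. Of all 60 lower genes 39 had a larger SD in WT, and of the 59 higher genes 29. Across 77 genes, WT libraries 1 and 4 (r = 0.26) and 2 and 3 (r = 0.48) deviated together. Correlations between these WT pairs were -0.77 to -0.57, and those among KO libraries -0.48 to -0.09, where chance gives -0.33. No cause of this split was tested.

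Smarcad1 stood second in the FDR order and 64th by voom on the reads behind its RPKM. The fall of 29.5%, and of at least 26.6% with any 1 library left out, exceeded the 4.57% of transcript length in the floxed exons, which argues against the loss of reads from those exons alone, if reads cover the transcript evenly. Transcripts from cells without Vil-cre are an untested source of what remained. The shift of KO by -0.2 moved Smarcad1 only to the 26th place, and the 8th place was the best that any shift from -0.6 to 0.6 gave, at -0.6. A further candidate explanation is that intron reads entered the RPKM but not the test. It would place genes with little exonic sequence lower by voom than by FDR, yet the rank difference had a Spearman's rho of 0.17 with the exonic share across 78 genes (permutation p = 0.143), in the other direction and not past the threshold. Genes are not independent replicates, and neither explanation was excluded.

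The Paneth cell list was lower in KO. A scaling by mapped reads that set all KO values too low, relative to the scaling in DESeq2, is argued against by the lower genes but not by the higher genes. Raising KO by 0.5 (log2), about the size of the list's difference, turned Spearman's rho with the FDR order from 0.71 to -0.29 across the 60 lower genes (95% bootstrap interval over genes -0.54 to -0.0025) and lowered it from 0.56 to 0.25 across all 119. Across the higher genes alone the same shift took rho from 0.77 to 0.78. An error shared by both scalings was not tested. Reads dropped because they fit several defensin copies, or a variant of the defensin cluster, may account for the chromosome 8 genes. Such losses alone would affect both groups alike unless their copies differ. Itln1 and Ang4, on other chromosomes, were lower by a mean of -0.40 (log2), with 3 of 4 KO libraries below all WT libraries (exact permutation p = 0.0571), which leaves this open for the 8 defensin genes of the list. Fewer Paneth cells, or another stretch of intestine in the KO samples, could lower the list as a whole. The table held 10 of its 21 genes, all lower, but a table of selected genes says nothing about the other 11, so this cannot be told apart from an effect of Smarcad1 on these genes. The study listed Itln1 as higher in KO transit amplifying cells, adult enterocytes and organoids, the opposite direction to whole tissue here. It named Ang4, Defa22 and Defa26 among genes that mostly rose across its datasets, without a direction for each. Those cells and organoids were not analysed here.

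Neighbouring listed genes tended to change together. Apart from the defensin and histone clusters there were 13 clusters of listed genes within 1 Mb, and in 12 of them all genes went the same way, against a mean of 5.67 when directions were shuffled over the 119 genes (one-sided permutation p = 0.0005). Clusters without overlapping genes kept the pattern (10 of 11, permutation p = 0.0025), as did those that also had no shared name stem (6 of 7, permutation p = 0.0371), which argues against shared reads as the whole cause. Examples, chosen after their values were seen, are Zfp37, Hdhd3 and Alad on chromosome 4, higher in KO by 1.00 ± 0.15, 0.90 ± 0.16 and 1.31 ± 0.17 (log2, SE), and Fgfbp3 and Ide on chromosome 19, lower by -0.62 ± 0.13 and -0.23 ± 0.12. The change of Ide did not pass the threshold (limma adjusted p = 0.102). The 12 clusters may reflect chromosome segments of another strain carried by 1 group, or regional control of expression by Smarcad1. How likely each of these is was not weighed. No genotypes were analysed here, and the 2 cannot be told apart. None of these clusters lay near Smarcad1. The study made the targeted allele in ES cells of the same strain background as the mice, so a segment of another strain need not lie there. Their absence near Smarcad1 therefore decides nothing. Positions were not compared with that of the Vil-cre transgene, which the KO mice also carried.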
